# Maternal control of suspensor programmed cell death via gibberellin signaling

**DOI:** 10.1038/s41467-019-11476-3

**Published:** 2019-08-02

**Authors:** Ce Shi, Pan Luo, Yu-Ting Du, Hong Chen, Xiaorong Huang, Tian-He Cheng, An Luo, Hong-Ju Li, Wei-Cai Yang, Peng Zhao, Meng-Xiang Sun

**Keywords:** Plant embryogenesis, Cell signalling, Seed development

## Abstract

Plant embryos are generated and develop in a stable and well-protected microenvironment surrounded by maternal tissue, which is vital for embryogenesis. However, the signaling mechanisms responsible for maternal tissue-to-proembryo communication are not well understood. Here, we report a pathway for maternal tissue-to-proembryo communication. We identify a DELLA protein, NtCRF1 (*NtCYS* regulative factor 1), which regulates suspensor programmed cell death (PCD). NtCRF1 can bind to the promoter of *NtCYS* and regulate the suspensor PCD-switch module NtCYS-NtCP14 in response to gibberellin (GA). We confirm that GA_4_, as a primary signal triggering suspensor PCD, is generated in the micropylar endothelium by the transient activation of *NtGA3oxs* in the maternal tissue. Thus, we propose that GA is a maternal-to-proembryo communication signal that is decoded in the proembryo by a GID1-CRF1-CYS-CP14 signaling cascade. Using this mode of communication, maternal tissue precisely controls the embryonic suspensor PCD and is able to nurse the proembryo in a stage-dependent manner.

## Abstract (web summary)

Plant embryos are connected to maternal tissue by a filamentous suspensor, analogous to an umbilical cord, but which is severed during early embryo development. Here, Shi et al. show that gibberellins can trigger suspensor cell death in tobacco via a DELLA protein that regulates expression of cell death factors.

## Introduction

Both animal and plant embryos are generated and developed in a stable and well-protected microenvironment, surrounded by maternal tissue. In animals, the maternal tissue impacts the embryonic development through various signals^1–3^. Recent work on the transcriptome of cells at the maternal-fetal interface in humans has shed new light on the mechanisms underlying maternal-fetal communication^4^. In plants, it is also reported that the maternal tissue, and in particular the seed coat, plays a critical role in embryonic development^5–7^, indicating interaction between maternal tissue and the proembryo is conserved. However, we know few details of the signaling pathways for maternal tissue-to-proembryo communication.

The plant proembryo consists of an embryo-proper domain and a suspensor domain. The suspensor is necessary for embryonic development and plant fertility^8,9^ and is functionally similar to the umbilical cord of the mammalian embryo, which transports nutrients and hormones from the mother to the embryo. Thus, the suspensor is the major channel for maternal-to-proembryo communication. However, unlike the umbilical cord, which is maintained until birth and provides support throughout embryonic morphogenesis and organ differentiation, the plant suspensor degenerates at a very early stage of embryonic development. This was first discovered over a century ago; however, why and how the suspensor structure degenerates at such an early proembryonic stage is unknown. We previously confirmed that NtCYS-NtCP14 functions as a switch to control the initiation of suspensor PCD^10^, and this provides a unique opportunity and practical research model for analysis of the maternal-to-proembryo communication via the suspensor.

Here, we identify a tobacco DELLA protein, NtCRF1, and confirm that it is a direct regulator of the suspensor specific PCD-switch *NtCYS*. We show that transiently increased GA_4_ in specific maternal tissue functions as a primary signal to trigger GA downstream signaling. NtCRF1 in the suspensor responds to the maternal GA signal to promote timely suspensor PCD. Thus, we reveal a complete GA signaling cascade that mediates the cell–cell communication between maternal tissues and the proembryo, which functions as the key molecular mechanism regulating suspensor PCD.

## Results

### NtCRF1 binds to the *NtCYS* promoter

Based on previous work^10^, we sought to find upstream regulators of *NtCYS*. 

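The transcriptome of WT two-celled proembryos was measured by RNA-seq in 3 libraries of one condition, tobacco SR1 at 4 days after pollination (stage 1), each made from 40 to 50 isolated proembryos. The authors extracted mRNA directly from the embryos, amplified the cDNA with a kit for ultra-low RNA input, sequenced the libraries on an Illumina HiSeq instrument, mapped the reads to the Ntab-TN90 genome and estimated expression with RSEM as FPKM, which scales the fragments of a gene to its transcript length and to the mapped reads of the library. Each library lists only genes above 0 FPKM, with their scaffold positions. Library 1 listed 44553 genes, library 2 listed 44302 and library 3 listed 46255, and 49454 genes were listed in at least 1 library. Of these, 40925 were listed in all 3 libraries, with a median of their mean levels at 4.49 FPKM. The 4723 genes listed in a single library had a median mean level of 0.0324 FPKM, with unlisted values taken as 0. A gene is called detected here when it is above 0 FPKM in at least 1 library. The paper's text gives no limit for detection, and this one was inferred from Fig. 4b, which marks as nd the genes without a value in all 3 libraries and draws a bar for genes with a value in some of them. The definition sets the count: 32585 genes had a mean of at least 1 FPKM. All 26 nuclear ribosomal protein, actin, tubulin and elongation factor genes that carry such a name in the RefSeq gene table were listed in all 3 libraries, the lowest at a mean of 1.37 FPKM. The number of reads per library is unknown, and FPKM is relative to each library's own total. The 5 genes with the highest mean lay between 2140 and 3701 FPKM, led by LOC107781984 at 3701 ± 1401 FPKM (SD, n = 3) and LOC107763754 at 3589 ± 1490 FPKM (SD, n = 3). Their order was not the same in every library, since LOC107763754 was the higher in library 1, at 4691 FPKM against 4636 FPKM.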

We first analyzed the promoter of *NtCYS* using PlantPan^11^ and used the transcriptome data of two-celled proembryos to select candidate transcription factor (TF)-encoding genes. 

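The level of NtCRF1 in the two-celled proembryo transcriptome was taken from LOC107823822, on scaffold NW_015835713.1 of Ntab-TN90 from 15 to 2184. The accession the paper gives for NtCRF1 is not in the RefSeq gene table used for names, so the gene was identified after the values were seen, as the 1 gene among 49454 whose values in the 3 libraries equal those printed for NtCRF1 in the Source Data of Fig. 4b. Its level was 2.14 ± 0.571 FPKM (SD, n = 3), from 1.48 FPKM in library 1 to 2.52 FPKM in library 2. This mean ranks at the 45.2 percentile of the detected genes. With each replicate left out in turn the mean stayed between 1.95 and 2.47 FPKM. NtCRF2 was not matched to a gene and is not analysed here.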

We screened for candidate TFs that may interact with the *NtCYS* promoter and selected two homologs NtCRF1 (XP_009779842.1) and NtCRF2 (XP_009789076.1). These both contain GRAS domains that have been reported to bind AATTT motifs^12^. Five AATTT motifs were found in the region −1.4 kb upstream of ATG and were named M1–M5 (Fig. 1a), respectively. Using yeast one-hybrid (Y1H) assays, we confirmed that the two TFs stably interacted with the AATTT motifs in the *NtCYS* promoter (Fig. 1b and Supplementary Fig. 1a). By chromatin immunoprecipitation (ChIP)-qPCR we assayed the five AATTT motifs to verify that NtCRF1 binds to the *NtCYS* promoter, and identified the motifs that preferentially interact with NtCRF1. In the immature ovaries of a *pNtCRF1::NtCRF1-GFP* line, NtCRF1 bound to M3, M4 (*P* < 10^−4^, Student’s *t*-test), or M5 (*P* *<* 0.001, Student’s *t*-test), but not to M1 or M2 (*P* > 0.05, Student’s *t*-test) in comparison with the control line (*pNtCRF1::GFP*) (Fig. 1c). We also performed an electrophoretic mobility shift assay (EMSA) to test whether NtCRF1 directly binds to *NtCYS* promoter in vitro using the potential DNA-binding domain LHRI-VHIID-LHRII, according to a previous report^12^ (Supplementary Fig. 1b). Incubation of the *NtCYS* promoter probes, including M3–M5, with NtCRF1 LHRI-VHIID-LHRII resulted in a clear band shift (Fig. 1d and Supplementary Fig. 1c, d).

**Fig. 1:**
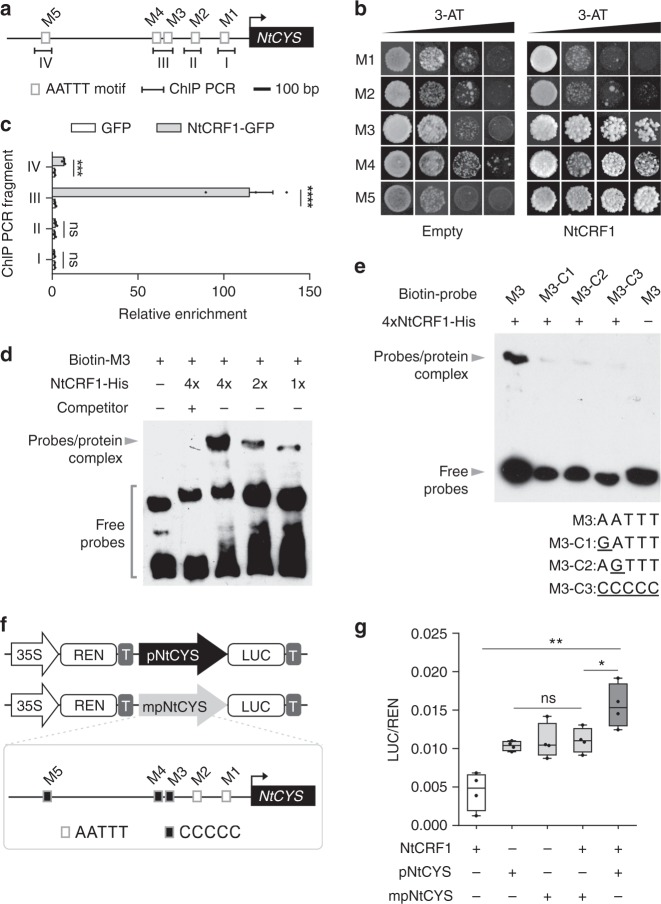
NtCRF1 binds to the *NtCYS* promoter. **a** Distribution of AATTT motifs (M) in the promoter region (−1.4 kb) of *NtCYS*. Fragments I (−189 to −83 bp), II (−396 to −296 bp), III (−609 to −476 bp), and IV (−1300 to −1211 bp) were subjected to ChIP-qPCR. **b** Yeast one-hybrid assay of the interaction of NtCRF1 with M3-M5. Empty pGAD424: control. **c** ChIP-qPCR analysis of the enrichment of NtCRF1 with the four promoter regions. *pNtCRF1::GFP*, control. Error bars represent the standard error (SE) of three biological replicates. **d** Binding of recombinant NtCRF1 to M3 was outcompeted by purified NtCRF1 (2 and 4×) and biotin-labeled DNA fragments. **e** Top: Binding of NtCRF1 to M3 mutants was reduced; Bottom: The sequences of M3 and the three mutant motifs. **f** Structure of the *pNtCYS*-driven and *mpNtCYS* (mutant promoter)-driven Dual-Luc reporter gene. 35S promoter (white arrow), *pNtCYS* (black arrow), *mpNtCYS* (gray arrow), *Renilla* luciferase (REN), firefly luciferase (LUC) and terminator (T) are indicated. Box: The mutant motifs of *mpNtCYS*. **g** Relative reporter activity (LUC/REN) in tobacco protoplasts. The relative LUC activity was normalized to the REN activity (LUC/REN, *n* = 4). (Student’s *t*-test; ns, *P* *>* 0.05; *P *<* 0.05; **P *<* 0.01; ***P *<* 0.001; ****P < 0.0001). The source data of the uncropped immunoblots are provided in the Source Data file

As M3 was the major binding site, we performed a competition assay using unlabeled M3 probe. The binding of NtCRF1 LHRI-VHIID-LHRII to M3 was obviously reduced by the unlabeled M3 probe, further confirming the binding between NtCRF1 LHRI-VHIID-LHRII and M3. We also mutated the AATTT motif in M3 to GATTT, AGTTT, or CCCCC (Fig. 1e); this greatly reduced the binding of NtCRF1 LHRI-VHIID-LHRII to the promoter fragments (Fig. 1e). A deletion derivative of NtCRF1 (LHRI-VHIID-LHRII) bound to M3, but not to the mutants, indicating that the LHRI-VHIID-LHRII domain is responsible for recognition of the AATTT motif (Fig. 1e). NtCRF2 yielded similar results (Supplementary Fig. 1e, f). To test whether NtCRF1 can activate expression of *NtCYS*, we utilized a dual luciferase assay based on transient transcription in protoplasts of *Nicotiana benthamiana* (Fig. 1f) and examined the effect of *NtCRF1* expression on *NtCYS* promoter activity. As shown in Fig. 1g, transiently expressed *NtCRF1* obviously promoted *NtCYS* expression in the protoplasts. In addition, we created a mutant *pNtCYS*, in which the AATTT motif in M3–M5 was replaced by CCCCC. The result confirmed that induction of *NtCYS* by NtCRF1 depended on the AATTT motif in M3–M5 (Fig. 1f, g).

To gain insight into the spatiotemporal expression pattern of *NtCRF*, we generated transgenic plants carrying the *pNtCRF1::NtCRF1-GFP* or *pNtCRF2::NtCRF2-GFP* constructs. We observed that *NtCRF1* was widely expressed in various tissues (Supplementary Fig. 2). In proembryos, NtCRF1-GFP and NtCRF2-GFP were detected in both basal and apical cell lineages, confirming expression of both NtCRF1-GFP, NtCRF2-GFP and NtCYS-GFP^10^ in the basal suspensor cell (SC) (Fig. 2a and Supplementary Fig. 3a). We also observed that NtCRF1-GFP fluorescence intensity was high in the basal cell lineage (*P* *>* 0.05 compared to stage 1, Student’s *t*-test) until stage 2, sharply declined at stage 3 (*P* < 10^−4^ compared to stage 2, Student’s *t*-test), and was scarcely detectable at stage 4 (*P* *<* 10^−4^ compared to stage 3, Student’s *t*-test) (Fig. 2b). These changes in expression coincided with those of NtCYS-GFP^10^. Therefore, NtCRF1 may positively regulate the expression of *NtCYS* in the basal SC.

**Fig. 2:**
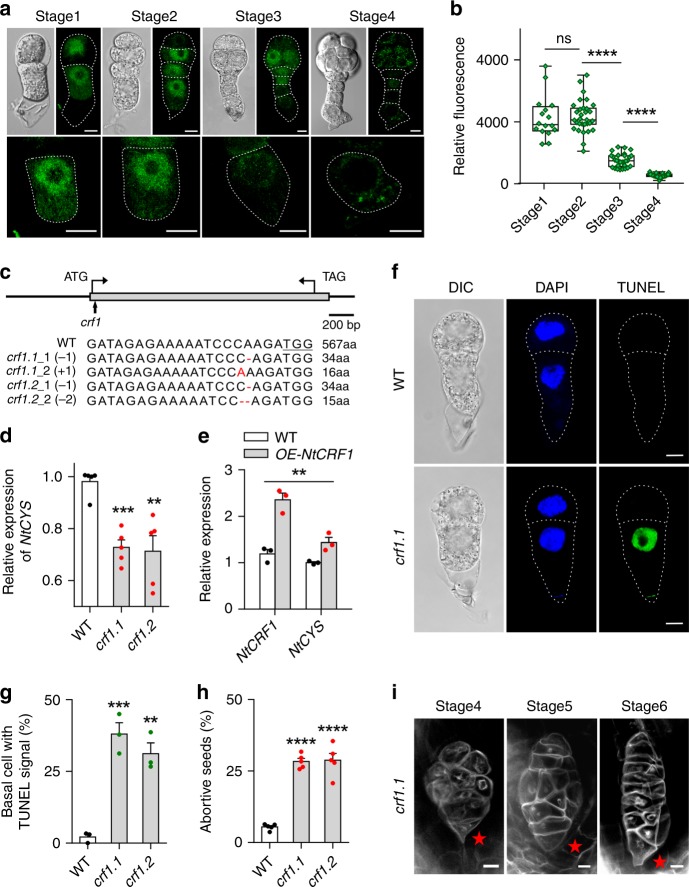
NtCRF1 promotes *NtCYS* expression and suppresses PCD in basal cells. **a** Localization of NtCRF1-GFP during early embryogenesis in *pNtCRF1::NtCRF1-GFP* plants. Magnified images of corresponding basal SCs are shown below. **b** Relative fluorescence intensity of NtCRF1-GFP in basal SCs (*n* = 16–31). **c** CRISPR/Cas9-mediated targeted mutagenesis of *NtCRF1*. Top: Schematic of *NtCRF1* showing the CRISPR/Cas9 target site (arrow). Bottom: Alignment of the sequences showing the insertion or deletion sites (red); numbers, translated amino acids (aa). **d** Expression of *NtCYS* was reduced in the *crf1* mutants. **e** Expression of *NtCYS* is increased in the *pNtCRF1::NtCRF1-GFP* line (*OE-NtCRF1*). (Two-way ANOVA, **P < 0.01). **f** Nuclear DNA fragmentation in two-celled proembryos of WT and *crf1.1*. **g** Frequency of two-celled proembryos with TUNEL-positive basal cells in WT and *crf1* (*n* = 98–109). **h** Frequency of aborted seeds in WT and *crf1* lines (*n* = 200–300 seeds per line). **i** Abnormal suspensors (stars indicated) in *crf1* lines by modified pseudo-Schiff-propidium iodide (PI) staining. Data are the means ± SE of 3 independent experiments in **e**, **g** and 5 independent experiments in **d**, **h** (Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001). Scale bars: 10 μm (**a**, **f**), 20 μm (**i**). The source data of the graphs are provided in the Source Data file

### *NtCRF1* regulates *NtCYS* expression and induces suspensor PCD

To evaluate potential regulatory functions and roles in suspensor PCD, we silenced *NtCRF1* using an independent RNA interference (RNAi) construct expressed under the native promoter and selected six homozygous RNAi lines for further analysis (Supplementary Fig. 4a–c). Because *NtCRF2* mutants (Supplementary Fig. 3b) showed no seed development phenotypes (Supplementary Fig. 3c, d) and no effects on *NtCYS* expression (Supplementary Fig. 3e), we subsequently focused on *NtCRF1*. We analyzed the expression level of *NtCYS* in 5-DAP seeds (5 days after pollination; Stage 2) to assess the influence of *NtCRF1* downregulation on *NtCYS* expression. The expression level of *NtCYS* was significantly reduced in the *NtCRF1-RNAi* lines (Supplementary Fig. 4c). To exclude any off-target effects of RNAi, we generated *Ntcrf1* mutants using the CRISPR/Cas9 system (Fig. 2c). As expected, the expression level of *NtCYS* was significantly reduced in the mutants (*P* < 0.01, Student’s *t*-test) (Fig. 2d). In addition, we determined the expression levels of *NtCYS* in *NtCRF1* overexpression lines (*pNtCRF1::NtCRF1-GFP*) which had significantly greater *NtCYS* expression (*P* *<* 0.01, Two-way ANOVA) (Fig. 2e), indicating that NtCRF1 promotes the expression of *NtCYS* and is likely involved in regulating suspensor PCD.

Next, we evaluated nuclear DNA integrity in the early proembryos of wild type (WT), *NtCRF1-RNAi*, and *Ntcrf1* lines using the terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) technique. In WT plants, the TUNEL signal first appeared in the suspensor at stage 4 (32-celled embryo)^10^. However, in the *NtCRF1-RNAi* and *Ntcrf1* mutant lines, the TUNEL signal was detected at the two-celled proembryo stage (Fig. 2f, g and Supplementary Fig. 4d, e). Moreover, 10–29% of embryos in *NtCYS-RNAi* seeds aborted (Supplementary Fig. 4f–h), as did about 28% of those in *Ntcrf1* mutant seeds (Fig. 2h). Notably, the suspensor of the aborted embryos showed abnormal morphology (Fig. 2i and Supplementary Fig. 4f). Due to precocious PCD, the basal cell lineage stopped dividing and degenerated. Thus, these abnormal proembryos were generally without suspensor. As an obvious phenotype, disorganized cell division was observed in all of these abnormal embryos. Pattern formation was disturbed and proembryo development was arrested at early stages. In some of the abnormal proembryos, suspensor structure could still be observed. In fact, although PCD was initiated at stage 1 in most of the proembryos, it could also occur at stage 2 or 3 in the rest of the proembryos. Thus, suspensor-like structures could be still generated in these abnormal proembryos (Supplementary Fig. 4f).

In addition, we also tested the expression of *NtCYS* by qRT-PCR in *pNtCRF1::NtCRF1-GFP* lines at stage 2 (Fig. 2e). Although the mRNA level of *NtCRF1* was increased (Supplementary Fig. 5a), NtCRF1-GFP soon disappeared at stage 4 (Fig. 2a). In this case, the expression of *NtCYS* showed no notable change at stage 4 (Supplementary Fig. 5a) and thus, the PCD initiation occurs normally as in WT (Supplementary Fig. 5b, c). These data suggest that NtCRF1 suppresses PCD by promoting *NtCYS* expression during normal suspensor development. This anti-cell-death role of *NtCRF1* is indispensable for the formation of a functional suspensor and normal embryogenesis.

### NtCRF1 functions as a DELLA protein in early embryogenesis

Sequence analysis suggests that NtCRF1 is a member of the DELLA family (Supplementary Fig. 6). Most DELLA proteins can bind to the GA receptor GIBBERELLIN-INSENSITIVE DWARF 1 (GID1) in the presence of bioactive GA^13^. After binding to GA-GID1, DELLA proteins are rapidly degraded^14^.

To determine whether NtCRF1 responds to GA, we examined NtCRF1-GFP fluorescence in the basal cell of two-celled proembryos of the *pNtCRF1::NtCRF1-GFP* line. After GA_4_ treatment, NtCRF1-GFP fluorescence was significantly reduced (Fig. 3a, b), indicating the degradation of NtCRF1. Furthermore, treatment of 4-DAP seeds of *pNtCRF1::NtCRF1-GFP* line with the GA biosynthesis inhibitor paclobutrazol (PAC) resulted in the maintenance of the NtCRF1-GFP signal until stage 5, whereas in control, the NtCRF1-GFP signal was not detected at this stage (Fig. 3c). These data suggest that NtCRF1 responds to GA and may play a role in GA signaling during suspensor PCD.

**Fig. 3:**
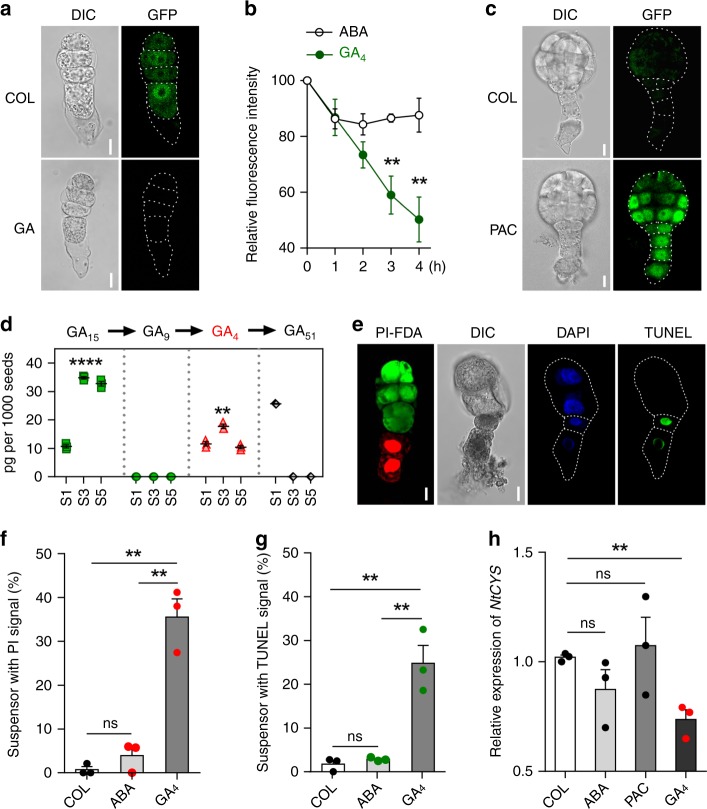
GA induces suspensor PCD via the NtCRF1-NtCYS pathway in vitro. **a** NtCRF1-GFP fluorescence in response to GA_4_ in four-celled proembryos. 0.05% ethyl alcohol as control. **b** NtCRF1-GFP fluorescence in the basal cells of two-celled proembryos during treatment with GA_4_ (or ABA) (*n* = 9). **c** NtCRF1-GFP in embryos derived from two-celled proembryo in cultured seeds after 72-h treatment with PAC. **d** Quantification of GA_15_, GA_9_, GA_4_, and GA_51_ in WT seeds at stages 1, 3, and 5 (pg per 1000 seeds, ± SE). **e** Cultured embryos stained with fluorescein diacetate (FDA), PI, and TUNEL. **f** Frequency of cultured embryos with PI-positive basal cells (*n* = 128–152). **g** Frequency of treated cultured embryos with TUNEL-positive basal cells (*n* = 106–126). **h** qRT-PCR analysis of *NtCYS* expression in 4-DAP seeds after treatment for 12-h with 100 μM ABA, PAC, or GA_4_. Data are the means ± SE of three independent experiments (Student’s *t*-test; ns, *P* *>* 0.05; **P *<* 0.01; ****P < 0.0001). Scale bars: 10 μm. The source data of the graphs are provided in the Source Data file

To confirm the role of NtCRF1 in GA signaling, we found all seven *NtGID1* genes in tobacco genome^15^ (Supplementary Fig. 7a). We found evidence that four were expressed in two-celled proembryos (Supplementary Fig. 7b). *NtGID1B* and *NtGID1B2* were not found in the two-celled promembryo RNA-seq dataset. 

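The 3 GA receptor genes for which the paper gives accessions were matched to the two-celled proembryo libraries through those accessions. NtGID1B3 is LOC107799015, on scaffold NW_015801957.1 of Ntab-TN90 from 3635 to 6570, and had 4.19 ± 2.43 FPKM (SD, n = 3). NtGID1B5 is LOC107809791, on scaffold NW_015948803.1 from 14484 to 17128, and had 0.866 ± 0.257 FPKM (SD, n = 3), the lowest of these receptor genes in every library. NtGID1C2 is LOC107813435, on scaffold NW_015806073.1 from 53569 to 56436, and had 2.41 ± 0.569 FPKM (SD, n = 3). The order of NtGID1B3 and NtGID1C2 was not stable, since NtGID1B3 was higher in libraries 1 and 3 and lower in library 2, at 1.87 FPKM against 2.47 FPKM. NtGID1B3 varied 3.59-fold between libraries. All 3 genes were listed in all 3 libraries, and 2 of them had a mean of at least 1 FPKM. The reads of near-identical receptor genes can be divided between them by the authors' estimation, which limits how far each gene's own level is known. The other NtGID1 genes, NtGID1B and NtGID1B2 among them, were not matched to an identifier and are not analysed here.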

Next, by yeast two-hybrid (Y2H) assay we confirmed that, in the presence of bioactive GA, NtCRF1 interacts with NtGID1B3 (XP_016477564.1), NtGID1B5 (XP_016489970.1), and NtGID1C2 (XP_016494194.1) GA receptors, respectively (Supplementary Fig. 7c). Furthermore, these three *NtGID1*s were expressed in the suspensor of a 32-celled embryo, the stage at which suspensor PCD is triggered (Supplementary Fig. 7d).

To further confirm that NtCRF1 functions as a DELLA protein, we observed seedling development in both the *NtCRF1* overexpression line L8 (*p35S::NtCRF1-GFP*) (Supplementary Fig. 8a) and *Ntcrf1.1* mutant. We found that L8 showed shorter hypocotyls (Supplementary Fig. 8b, c), whereas *Ntcrf1.1* showed longer hypocotyls. The phenotype of hypocotyl was attributed to a change in cell length, rather than cell number (Supplementary Fig. 8d-f). Furthermore, we demonstrated that these plants have altered responses to GA and PAC treatment, indicating a role of NtCRF1 in GA-induced hypocotyl growth, similar to that of known DELLAs (Supplementary Fig. 8g-j). In addition, we expressed NtCRF1-GFP and (*crf1*-Δ17)-GFP, without the DELLA domain, in tobacco BY-2 cells. We found that the GFP fluorescence in the nuclei of the BY-2 cells expressing (*crf1*-Δ17)-GFP was not affected by GA treatment, whereas nuclear fluorescence was not detectable in the BY-2 cells expressing NtCRF1-GFP after the same GA treatment (Supplementary Fig. 8k). Therefore, these data confirm that NtCRF1 functions as a DELLA protein and participates in the GA signaling pathway during early embryogenesis.

### GA as a primary signal induces suspensor PCD

Based on above results we hypothesized that GA is a primary signal that triggers suspensor PCD via NtCRF1. Therefore, we first investigated whether endogenous bioactive GA_1_ or GA_4_ are present in WT seeds at stage 1, 3 (prior to suspensor PCD), and 5 by ultra-performance liquid chromatography tandem mass spectrometry (UPLC-MS/MS). We detected GA_4_, but not GA_1_, before suspensor PCD (Fig. 3d and Supplementary Fig. 9a), suggesting that GA_4_ triggers suspensor PCD. Then, using our embryo culture system^16^, we tested whether GA_4_ is capable of inducing suspensor PCD. We cultured two-celled proembryo cells with exogenous GA_4_ or abscisic acid (ABA; control). Approximately 36% of the cultured proembryos had propidium iodide (PI)-positive and fluorescein diacetate (FDA)-negative SCs after 72-h (stage 3) (*P* *<* 0.01 compared to ABA or 0.05% ethyl alcohol, Student’s *t*-test), indicating that GA_4_ induces SC death (Fig. 3e, f). To confirm this finding, we evaluated nuclear DNA integrity in GA_4_-treated proembryos by TUNEL within 48-h (stage 2). In addition, the *NtCYS* expression was also decreased within 12-h (Fig. 3h) (*P* *<* 0.01 compared to 0.05% ethyl alcohol, Student’s *t*-test). The suspensors of 25% of proembryos were TUNEL-positive (Fig. 3e, g). We further tested the suspensor PCD when GA biosynthesis was inhibited by PAC treatment at stage 4. We found that the PCD delayed and the suspensor cells could continue dividing at the stage (Supplementary Fig. 10). Therefore, it is clear that GA_4_ as a signal induces suspensor PCD via the *NtCRF1-NtCYS* pathway.

To examine how the timing of bioactive GA accumulation may be controlled, we investigated the dynamic distribution of bioactive GA. GA3ox, a GA oxidase, catalyzes the final step of the pathway to produce GA_1_ and GA_4_. Its activity is therefore indicative of GA synthesis and distribution^17^. Thus, we cloned all homologous *GA3ox* genes expressed in seeds before suspensor PCD, including the known *NtGA3ox1* (AB032198) and *NtGA3ox2* (EF471116) genes, and a homologous *GA3ox* gene, named *NtGA3ox3* (XP_016453191.1) (Supplementary Fig. 11). We examined the expression of these *NtGA3oxs* in seeds. Interestingly, expression of the three *NtGA3ox* genes peaked prior to initiation of suspensor PCD (stage 4) (Fig. 4a) and remained at a low level thereafter. This expression pattern of key bioactive GA synthesis genes suggests a transient increase in the level of bioactive GA in seeds immediately before stage 4, which may trigger PCD of SCs. To confirm the above, we used nlsGPS1 [a nucleus-targeted variant of gibberellin perception sensor 1 (GPS1)] as a bioactive GA sensor in vivo^18^. We generated stable transgenic lines expressing *pL25::nlsGPS1. L25* was demonstrated as a reference gene with high expression stability^19^ and wide expression in vegetative tissues and seed including seed coat, endosperm, and embryo. We assessed the relative bioactive GA content by calculating the nlsGPS1 emission ratios. The results showed that the level of bioactive GA was significantly increased (*P* *<* 10^−4^, Student’s *t*-test) at stage 3 compared to that at stage 1 (Fig. 5a, b), in agreement with the *NtGA3oxs* expression (Fig. 4a) and GA_4_ content data (Fig. 3d). Thus, immediately before suspensor PCD, *NtGA3oxs* expression is upregulated, and GA_4_ is therefore transiently increased, which degrades NtCRF1 and triggers suspensor PCD.

**Fig. 4:**
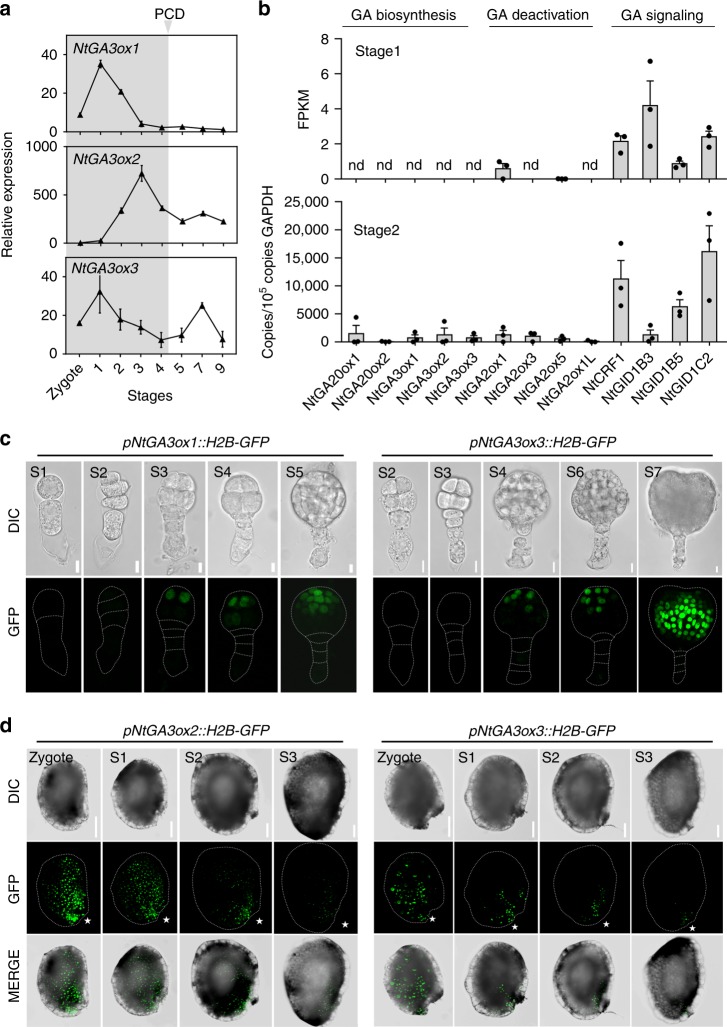
Bioactive GA biosynthesis during early embryogenesis. **a** qRT-PCR analysis of *NtGA3ox1*, *NtGA3ox2* and *NtGA3ox3* expression; *GAPDH* was used as the internal control. **b** Expression of genes related to GA biosynthesis [*NtGA20ox1* (*Ntc12*, AB012856.1) and *NtGA20ox2* (*Ntc16*, AB016084.1)], deactivation [*NtGA2ox1* (AB125232.1), *NtGA2ox1-like* (XM_016586923.1), *NtGA2ox3* (EF471117), and *NtGA2ox5* (EF471118)], and signaling in WT two-celled proembryos (stage 1) via transcriptome analysis, and via qRT-PCR analysis in WT four-celled proembryos (stage 2). *GAPDH* was used as the internal control. Values are means ± SE of three biological replicates. nd, not detected. **c** Expression of *NtGA3ox1* and *NtGA3ox3* during embryogenesis. **d** Expression of *NtGA3ox2* and *NtGA3ox3* in the developing seed coat. Asterisks, micropylar ends; Scale bars: 10 μm (**c**), 100 μm (**d**). The source data of the graphs are provided in the Source Data file

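In the libraries of two-celled proembryos, 8 of the GA biosynthesis and deactivation genes of Fig. 4b were matched by accession or by their synonym in the gene table, and 6 of them were not listed in any of the 3 libraries. These were NtGA20ox1 (LOC107825965), NtGA20ox2 (LOC107816156), NtGA3ox2 (LOC107763040), NtGA3ox3 (LOC107777637), NtGA2ox1-like (LOC107767829) and NtGA2ox3 (LOC107792942). NtGA3ox1 was not matched and is not analysed here. NtGA2ox1 (LOC107821505, scaffold NW_015828503.1 of Ntab-TN90 from 2155 to 3671) was at 0.771 FPKM in library 1 and 0.976 FPKM in library 3 and was not listed in library 2. NtGA2ox5 (LOC107794361, scaffold NW_015923835.1 from 93866 to 96113) was listed in library 2 alone, at 0.0154 FPKM. With detection set at 0.1 FPKM in at least 1 library, a limit chosen after the data were seen for these genes, NtGA2ox1 was the 1 gene left. The names come from a gene table of another assembly (K326), and Fig. 4b marks the same 6 genes as nd in two-celled proembryos.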

**Fig. 5:**
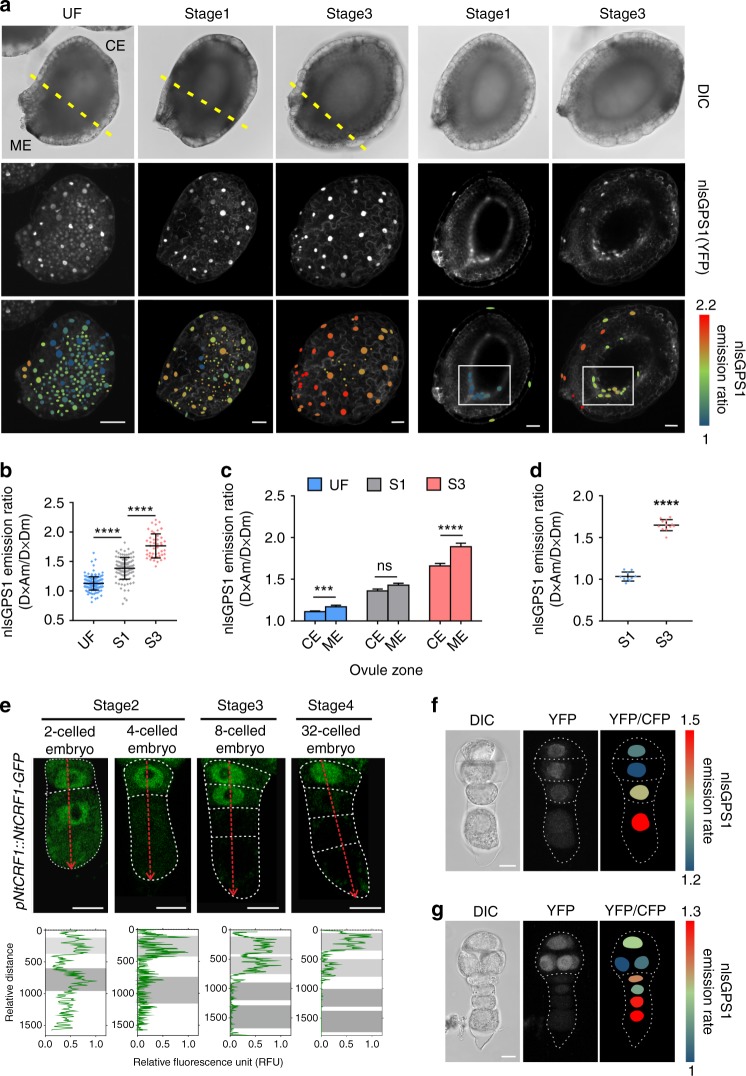
Transient increase in, and polar distribution of, bioactive GA in seeds. **a** Left: Images of the nlsGPS1 emission ratios of unfertilized (UF), 4-DAP and 6-DAP seeds. Right: Images of the nlsGPS1 emission ratios of an optical section of a 4-DAP or 6-DAP seed. Boxes: micropylar endothecium. **b** Box plot of the nlsGPS1 emission ratios of the whole seed coat (*n* > 46 nuclei). **c** nlsGPS1 emission ratios of the micropylar and chalaza ends [dashed lines in **a**; *n* > 20 nuclei]. **d** Box plot of the nlsGPS1 emission ratios of stage 1 or 3 seeds [boxed region in **a**; *n* > 10 nuclei]. **e** NtCRF1-GFP was absent from the basal SC at stage 3. Fluorescence signal intensities along a line across all SCs (red arrows). *X*-axis, relative GFP signal intensity (green); *y*-axis, relative distances along the line. Gray shading, positions of nuclei. **f** and **g** Images of the nlsGPS1 emission ratios of 4-celled and 12-celled proembryos in WT background. Data are the means ± SD (standard deviations) (Student’s *t*-test; ns, *P* > 0.05; ***P < 0.001; ****P < 0.0001). ME micropylar end, CE chalaza end. Scale bars: 100 μm (**a**), 10 μm (**e**–**g**). The source data of the graphs are provided in the Source Data file

### Maternal GA triggers suspensor PCD

We next sought to investigate the specific tissue that is the source of GA_4_ that triggers suspensor PCD. Because PCD occurs in basal SCs, we inferred that GA may be produced in the embryo, the surrounding endosperm cells, or the maternal tissue (i.e., the seed coat) and move to the basal SC. 

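In WT two-celled proembryos, the GA signaling genes NtGID1B3, NtGID1B5 and NtGID1C2 were compared with the 8 matched GA biosynthesis and deactivation genes on the scale log2(FPKM + 1), with unlisted values taken as 0 and averaged over the 3 libraries. The mean of the signaling genes was higher by 1.56, and by 1.45, 1.34 and 1.89 in libraries 1, 2 and 3 (SD over libraries 0.29). Every one of the 3 signaling genes had a higher mean level than every biosynthesis or deactivation gene, and this assignment was the most extreme of the 165 possible ones (exact permutation test across genes, two-sided, p = 0.00606, the smallest it allows). The receptor genes are those with an accession in the paper, which already reports a level for them in this dataset. NtGID1B and NtGID1B2, which it did not find there, are not in the set. The p-value is therefore largely fixed by the choice of genes. Genes are not independent replicates either, and a sign-flip test over 3 libraries cannot go below p = 0.25 (exact). In library 1 the separation was narrow, since NtGID1B5 exceeded NtGA2ox1 by less than the spread of NtGID1B5 between replicates, and in library 3 it was also within that spread. The choice that moved the difference most was the pseudocount: with 0.1 in place of 1 it was 4.09. With each replicate left out in turn it stayed between 1.40 and 1.67. With NtCRF1 added to the signaling genes, a choice made after the data were seen, it was 1.56 (exact permutation test across genes, two-sided, p = 0.00202). The four-celled proembryos were measured by qRT-PCR and are not analysed here. The paper states from Fig. 4b that GA signaling genes were expressed in the proembryo while GA biosynthesis and metabolism genes were not, or only at a low level, and goes on to look for the place of GA synthesis with promoter reporters of the NtGA3ox genes.

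**Figure D1:**
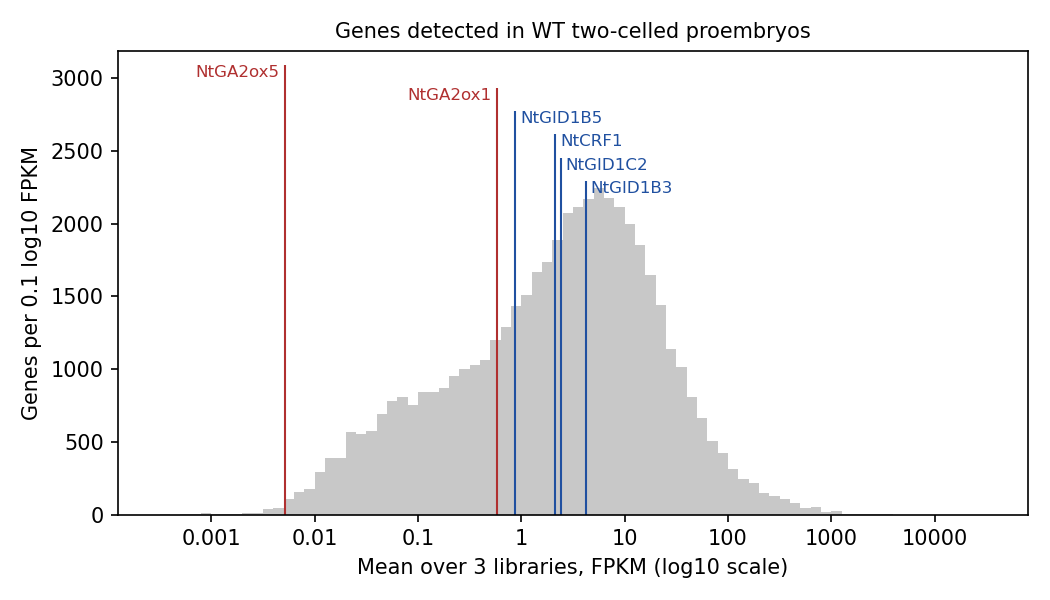
Number of detected genes (y axis) by their mean FPKM over the 3 libraries of WT two-celled proembryos (x axis, log10 scale), with unlisted values taken as 0 and vertical lines at the GA signaling genes (blue) and the deactivation genes listed in at least 1 library (red). The signaling genes lie between 0.866 and 4.19 FPKM, and NtGA2ox1 and NtGA2ox5 lie to the left of them.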

In two-celled and four-celled proembryos,  genes related to GA signaling were expressed, but those associated with GA biosynthesis and metabolism were not or at a quite low level (Fig. 4b). Next, we generated three *pNtGA3ox::H2B-GFP* constructs to determine the location of GA synthesis. *NtGA3ox1*, *NtGA3ox2*, and *NtGA3ox3* were not expressed in the endosperm and proembryo of the transgenic lines before stage 3 (Fig. 4c, d and Supplementary Fig. 9c, d). Furthermore, the three *NtGA3oxs* were not expressed in the suspensor of a 32-celled embryo, the stage at which suspensor PCD is triggered (Supplementary Fig. 9b). However, these genes were expressed in the seed coat and towards the micropyle region up to stage 4 (Fig. 4d and Supplementary Fig. 9d). This suggests that the GA_4_ that triggers PCD likely originates from maternal tissue, particularly the micropyle part of the seed coat.

Accordingly, we found that bioactive GA exhibited a polar distribution in developing seeds: the mean nlsGPS1 emission ratio increased significantly from the chalaza to the micropylar ends (*P* *<* 10^−4^, Student’s *t*-test) (Fig. 5a, c). This is in agreement with the polar activation of *NtGA3oxs* at the same stage (Fig. 4d and Supplementary Fig. 9d). Furthermore, we found that bioactive GA was localized mainly to the inner layer of the seed coat, the endothelium. The bioactive GA signal arose in the micropyle pole of the endothelial layer (Fig. 5a, d), to which the suspensor is connected. Therefore, it is clear that the bioactive GA level is transiently increased in the micropylar endothelium cells adjacent to the basal SC due to timely activation of *NtGA3oxs*.

Thus, maternal GA likely enters the basal SC and induces the GA response. To confirm this, we analyzed active GA signaling in the *pNtCRF1::NtCRF1-GFP* line. Before stage 2, we observed a strong GFP signal in the basal SC, which rapidly diminished as the GA level in the micropyle endothelium increased (Fig. 5e), indicating activation of GA signaling in the basal SC. Interestingly, the GFP signal gradually declined from the basal SC to the vertically adjacent cell (Fig. 5e), as did the occurrence of PCD. The nlsGPS1 emission ratio indicated that bioactive GA appeared in the basal SC at stages 2 and 3 (Fig. 5f, g), and subsequently moved to the vertically adjacent cell along with a decrease in the NtCRF1-GFP signal. This is in consistent with sequential decline of NtCRF1-GFP and occurrence of PCD. Therefore, entry to the basal cell of maternal GA triggers suspensor PCD.

To further confirm the induction of suspensor PCD by maternal GA in vivo, we ectopically expressed *NtGA3ox1* in the endothelium, endosperm, proembryo, and seed coat under the control of four tissue-specific promoters, respectively (Fig. 6a and Supplementary Fig. 12a). Ectopic expression of *NtGA3ox1-GFP* in the seed coat, endosperm, and proembryo did not influence *NtCYS* expression (Supplementary Fig. 12 b–d). However, ectopic expression of *NtGA3ox1-GFP* in the endothelium, to which the basal SC is connected, downregulated *NtCYS* expression (Fig. 6b). We also evaluated proembryo development in the *pTPE8::NtGA3ox1-GFP* (TG) lines. As expected, we detected PCD at the two-celled proembryo stage, as in the *NtCRF1* downregulation and *NtCYS*-*RNAi* lines. The basal cells in approximately 25% of the two-celled proembryos contained TUNEL-positive nuclei (type 1), as did both cell types of around 57% of the two-celled proembryos (type 2) (Fig. 6c, d). This basal cell PCD prevents suspensor establishment during embryogenesis (Fig. 6f), resulting in the abortion of about 50% of seeds (Fig. 6e). Next, we crossed the *pNtCRF1::NtCRF1-GFP* line with the TG-8 line to monitor the dynamics of NtCRF1 in the presence of ectopic expression of *NtGA3ox1-GFP* in the endothelium. As expected, NtCRF1-GFP fluorescence was absent from the four-celled and two-celled proembryos (13/24) (Fig. 6g). Therefore, suspensor PCD is triggered, via NtCRF1, by bioactive GA from maternal endothelial cells.

**Fig. 6:**
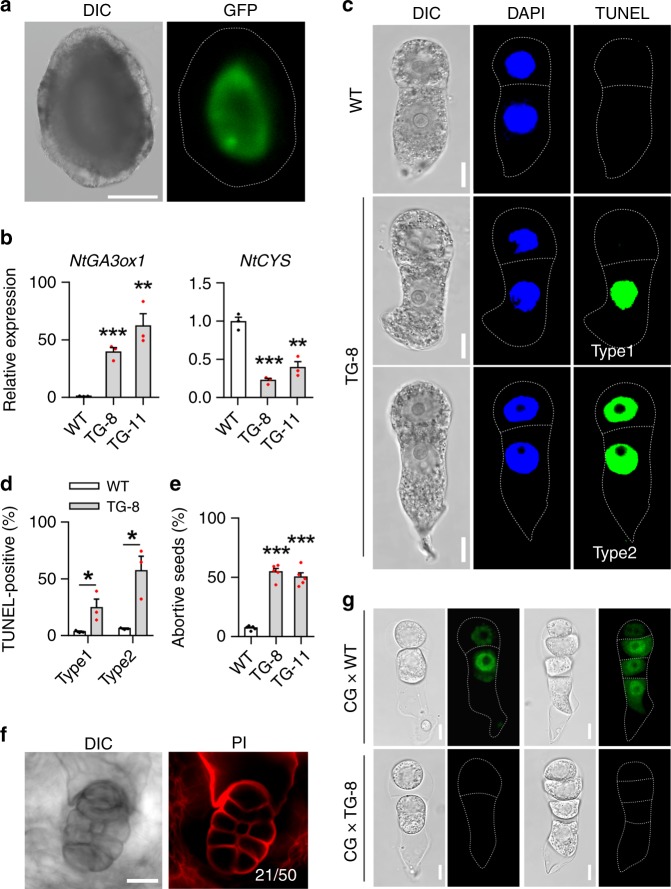
Ectopic expression of *NtGA3ox1-GFP* in the endothelium triggers PCD. **a** Localization of NtGA3ox1-GFP in the endothelium of *pNtTPE8::NtGA3ox1-GFP* plant. **b** Increased expression of *NtGA3ox1* and decreased expression of *NtCYS* in the TG-8 and TG-11 lines. **c** TUNEL test in two-celled proembryos from WT and TG-8. **d** Frequency of two-celled proembryos with TUNEL-positive apical and basal cells in WT and TG-8 (*n* = 105–112). **e** Frequency of aborted seeds in WT and TG-8. (*n* = 1000–1500). **f** PI-staining of abnormal embryos with no suspensor in the TG-8 line. **g** NtCRF1-GFP signal in early proembryos after crossing WT and *pNtCRF1::NtCRF1-GFP* (CG) lines. Data are the means ± SE of 3 independent experiments in (**b**, **c**) and 5 in **e** (Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001); Scale bars: 150 μm (**a**), 10 μm (**c**, **g**), 20 μm (**f**). The source data of the graphs are provided in the Source Data file

In addition, we also tried to look at the relevant aspects in Arabidopsis. As reported, *AtGA3oxs* are inactive during early embryogenesis^17^. Transcriptome analysis of *GA3oxs* and *GA20oxs* also suggests that GA biosynthesis is inactive in early proembryos^20^. GA signaling activation after fertilization specifically occurs in the seed coat of Arabidopsis^21^. These data suggest that at least the location of GA biosynthesis in maternal tissue might be conserved during early embryogenesis. Thus, we further tested the influence of loss-of-*DELLA* function or deficient GA on the suspensor development in Arabidopsis. Indeed, the *global*-*della* mutant caused defected seeds and reduced fertility (Supplementary Fig. 13a), similar to that previously reported^22^. Moreover, we found that abnormal cell division was triggered in the suspensors of these abortive seeds (Supplementary Fig. 13b), suggesting that loss-of-*DELLA* function promotes suspensor further development instead of PCD. For genetic evidence, we attempted to use WT pollen to fertilize the GA-deficient mutant *ga1-3* in Landsberg *erecta* (L*er*) background. Unfortunately, *ga1-3* mutant showed defective pistils (Supplementary Fig. 13c) and infertile ovules (Supplementary Fig. 13d), similar to that observed in *ga1-3* in Columbia background^23^, *ga1-1*^24,^ and *ga20ox* triple mutant^23^. As a result we were unable to conclusively analyze the maternal effects of GA on suspensor PCD in Arabidopsis.

## Discussion

In summary, we demonstrated that NtCRF1 binds to the M3 motif of the *NtCYS* promoter. In general, DELLA proteins do not contain classical DNA-binding domains, and thus require another TF to bind to promoter and modulate gene expression^25,26^. However, we found that NtCRF1 that has characteristics typical of DELLA proteins in response to GA can bind to the *NtCYS* promoter. Recently, a crystal structure analysis revealed that the GRAS domain of OsSCL7 binds to DNA in a dimer form^27^. We also found that NtCRF1 possesses both DELLA and GRAS domains (Supplementary Fig. 6b), and NtCRF1 and NtCRF2 could form a homo-dimer or hetero-dimer by Y2H and that the GRAS domain of NtCRF1 may mediate its binding to the promoter of *NtCYS* (Supplementary Fig. 1b, g) as AtSHR and AtSCR interact directly with the promoters^28^. Moreover, we confirmed that NtCRF1 promotes the expression of *NtCYS*, and degradation of the former at stage 3 reduces *NtCYS* expression, resulting in the activation of NtCP14 and thence suspensor PCD. Thus, maternal GA signal and proembryo responsor NtCRF1 mediate maternal-proembryo communication via the GA-GID1-CRF1-CYS-CP14 signaling cascade to precisely control the maternal-embryo connection (Supplementary Fig. 14).

It was reported that GA could trigger tapetum PCD in flowering plants via the GAMYB transcription factor^29^, which is involved in reproductive development during land plant evolution^30^. Interestingly, we also found seven *GAMYB-*like genes expressed in tobacco two-celled proembryos, and thus, it is worthy to investigate the relationship between GAMYB and suspensor PCD in the near future. In fact, during land-plant evolution, the GA-DELLA regulatory mechanism arose via independent stepwise recruitment of the GA-stimulated GID1-DELLA interaction^13^. In earlier stages [~430 million years ago (MYA)], GA was not involved in the GID1-DELLA interaction. Later, GID1-DELLA interactions became susceptible to potentiation by bioactive GA during the period of the bryophyte and lycophyte divergences (~430–400 MYA)^13^. Notably, an embryonic suspensor-like structure was first generated in low plants during the same period^8^, indicating that during plant evolution the establishment of the GA-dependent GID1-DELLA interaction was coupled to that of the suspensor structure. Thus, GA signaling is likely involved in maternal tissue-to-proembryo communication as it evolved in lower plants and maternal control of the connection between maternal tissue and the embryo might be an inborn character of embryogenesis for precise control of the duration of auxin and nutrient supply, which is critical for the embryos to establish full ability for independent development before their detachment from mother plant body.

## Methods

### Materials

Arabidopsis plants were grown in 16 h light/8 h dark conditions at 20–22 °C. *N. tabacum* L. cv. Petite Havana SR1 tobacco plants were grown under a 16/8 h light/dark cycle at 25 °C. *Ntcrf* mutants were generated using the clustered regularly interspaced short palindromic repeats (CRISPR)/CRISPR-associated protein 9 (Cas9) system^31,32^. The CRISPR target of *NtCRF* was selected as described^31,32^, and the vectors were transferred into SR1. The genomic region surrounding the CRISPR target sites of *NtCRF* were amplified by PCR, and the segment was subjected to Sanger sequencing to screen for mutants. T2 plants were used for phenotyping and T-DNA was already separated away, and identified using CRISPR/Cas9 vector-specific primers. Primer sequences are listed in Supplementary Data 1.

### Screening for *NtCYS* regulative factors

Based on our previous work on transcript profiling of two-celled proembryo, we first screened all the TFs expressed in the two-celled proembryos. We found 1267 candidates that belong to 35 gene families. Then, we analyzed the promoter sequence of *NtCYS* via PlantPan^11^. We found five AATTT motifs in *NtCYS* promoter according to the report that GRAS could bind to the AATTT motif^12^. Thus, we only focused on GRAS family that expressed in the two-celled proembryos. We isolated these five motifs embedded within a 25-bp region of the surrounding promoter sequence according to the required length of a bait for Y1H^12^.

### Yeast one-hybrid assays

Yeast one-hybrid assays were conducted using the Matchmaker One-Hybrid System (Clontech). The 25-bp AATTT region surrounding the *NtCYS* promoter sequences was synthesized with *EcoR*I and *Xba*I flanking restriction sites, and cloned into an *EcoR*I-*Xba*I-digested pHISi-1 bait vector. For expression in yeast, *NtCRF1*, *NtCRF2*, and other TF cDNAs were cloned into the pGAD424 prey vector. *Saccharomyces cerevisiae* YM4271 (Clontech) was used as the host. Transformation was confirmed by growth on SD medium containing 0, 15, 30, or 60 mM 3-AT (a competitive inhibitor of the *His3* gene product) (A8056; Sigma). The primers used are shown in Supplementary Data 1.

### Yeast two-hybrid assays

Yeast two-hybrid assays were performed according to the manufacturer’s protocol (Clontech). Briefly, *S*. *cerevisiae* strain AH109 was transformed with the bait construct pGBKT7-NtGID1s and subsequently with pGADT7-NtCRF1. Vectors lacking coding region insertions were used as negative controls. Protein interactions were scored based on growth on defined synthetic medium lacking Trp, Leu, His, and adenine in the presence or absence of 10 μM GA_1_ (G377495; TRC) and GA_4_ (G7276; Sigma). The primers used are shown in Supplementary Data 1.

### ChIP-qPCR analysis

Pooled unfertilized ovaries (~1 g) from *pNtCRF1::NtCRF1-GFP* and *pNtCRF1::GFP* plants were cross-linked under vacuum in 1% (w/v) formaldehyde for 30 min at room temperature. Cross-linking was quenched by the addition of 0.125 M glycine and vacuum infiltration continued for a further 15 min. The cross-linked tissues were frozen in liquid nitrogen and ground to a fine powder. ChIP assays were performed using the ChIP Kit-Plants (ab117137; Abcam). Nuclei were extracted and chromatin was disrupted using an Ultrasonic Cell Disruptor (JY92-IIN; Scientz) with 10 cycles on ice (15 s each at 30% duty cycle/1 min cooling). Chromatin (150 µl) was immunoprecipitated with 4 μl of an anti-GFP antibody (ab290; Abcam) for 90 min. The purified DNA fragments were used as the template for qPCR. qPCR was performed using the FastStart Essential DNA Green Master Mix (22682700; Roche) with three technical replicates, and threshold cycle numbers (Ct) were determined using a CFX Connect Real-Time PCR Detection System (Bio-Rad). Fold enrichment of the targeted genomic sequences over IgG was calculated as: 2 ^−(Ct^_CHIP_^− Ct^_IgG_^)^, where Ct_ChIP_ and Ct_IgG_ are the mean threshold cycles of triplicate PCRs of DNA samples immunoprecipitated using an anti-GFP antibody and the control IgG, respectively. All qPCR reactions were subjected to melt curve analyses and agarose gel electrophoresis to confirm the presence of a single specific product. The qPCR primer sequences are listed in Supplementary Data 1.

### Electrophoretic mobility shift assay

The DNA-interaction domain of NtCRF1 (153–396 aa) and NtCRF2 (207–417 aa) was inserted into pET32a (Novagen), respectively. The resulting plasmid was transformed into *Escherichia coli* BL21 (DE3). The recombinant NtCRF1-His protein was expressed and purified according to the manufacturer’s instructions. The 55-bp region of the promoter sequence surrounding AATTT was synthesized and the 5′-end was biotinylated (GenScript) and dissolved in a buffer (10 mM Tris and 1 mM EDTA). EMSAs were performed using the LightShift Chemiluminescent EMSA Kit (20148; Thermofisher). The labeled oligonucleotides were added to a 20-μl reaction mixture composed of 1–4 μg of the protein extract, 20 fmol biotin end-labeled target DNA, 4 pmol unlabeled target DNA (competitor), 1× DNA binding buffer, 1 μg poly(dI-dC), 2.5% glycerol, 0.05% NP-40, 50 mM KCl, and 5 mM MgCl_2_. After incubation for 20 min at 25 °C, the reaction products were resolved in 6% native polyacrylamide gels with 0.5× TBE buffer. The blots were developed using the Chemiluminescent Nucleic Acid Detection Module Kit (89880; Thermo Scientific). The primers used are shown in Supplementary Data 1.

### Transient transcription dual-luciferase assay

The reporters were constructed based on pGreenII 0800-LUC vector^33^ and the effectors were constructed based on the pGreenII 62-SK vector. *NtCYS* promoter and the mutant promoter were cloned into the *Sal*I and *Nco*I site of the pGreenII 0800-LUC vector, respectively. The full length of *NtCRF1* CDS was cloned into the *Xba*I and *Kpn*I site of the pGreenII 62-SK vector. The protoplasts were isolated from mesophyll cells of *N. benthamiana*. The plasmids were transfected into the protoplasts followed by 16 h incubation in the dark at 25 °C. The enzyme activity was measured using Dual-Luciferase® Reporter Assay System (E1910; Promega) in a microplate reader Biotek® Cytation3. Four independent measurements were carried out for the analysis.

### Quantification of endogenous GAs

For determination of endogenous gibberellin in the seeds at stage −1, −3, and −5, we collected and grinded 500 mg seeds into powder as one sample after quick freezing with liquid nitrogen. Each sample was extracted with 5 ml of 90% aqueous methanol (MeOH) and 2 ng of each D-labeled GA compound as internal standards. The MAX cartridge (Waters) was activated and equilibrated with 10 ml MeOH, water, 5% NH_4_OH, and 90% MeOH in turn, while MCX (Waters) with 10 ml MeOH, water and 90% MeOH in order. Then the MAX cartridge was disconnected and washed with 5% NH_4_OH in 5% MeOH, MeOH successively. Finally, GAs were eluted with 2% formic acid in 90% MeOH. After dried with N_2_ stream, the eluent was reconstructed with 200 μl 80% MeOH and subjected to UPLC-MS/MS analysis. GAs analysis was performed on a quadrupole linear ion trap hybrid mass spectrometer (QTRAP 5500, AB SCIEX) equipped with an electrospray ionization source coupled with a UPLC (Waters). Five microliter of each sample was injected into a BEH C18 column. GAs were detected in negative multiple reaction monitoring (MRM) mode. Each GA compound was quantified with a MRM transition and qualified with another one. Three independent samples were analyzed for each stage.

### Identification of *NtGA3ox* genes

We firstly found *GA3ox3* according the reference Ntab-TN90 Primary Assembly (BioProject: PRJNA319578) and its GO (Gene Ontology) annotation is ‘gibberellin 3-beta-dioxygenase 4-like’. Except two known *GA3oxs*, we found five annotated *GA3ox*-like genes in *N. tabacum* (Supplementary Fig. 11a). By sequence analysis, we chose the four of them for further analysis since the sequence of another one is distinctive compared to GA3oxs (Supplementary Fig. 11b). We tested the six *GA3oxs* and found three of them (*NtGA3ox*-1, -2, and -3) expressed in seeds before suspensor PCD. Thus, *NtGA3ox*-1, -2, and -3 were used for further analysis.

### Embryo isolation and seed clearing

For embryo isolation, seeds were first treated in enzyme solution (1% cellulase R10, 0.5% macerozyme R10, 10.5% mannitol, and 3 mM MES, pH 5.5) for 30 min in the dark. Then droplets of the seed suspension were gently grinded by a flat-headed glass rod. After grinding several droplets of 10.5% mannitol were added for releasing and washing embryo sacs. Living embryos could be further isolated by a second enzymatic maceration procedure followed by a brief micromanipulation.

For seed clearing, whole seeds were collected in a 2ml-centrifuge tube and were fixed by 50% methanol and 10% acetic acid at 4 °C for 12-h and then subjected to an overnight treatment of 1% SDS and 0.2 M NaOH at room temperature. Thereafter, the seeds were rinsed in water, followed by an incubation in 2.5% NaClO for 1-h, and then rinsed again. Next, the seeds were transferred into 1% periodic acid for 1-h at room temperature and in 80% ethanol for 10 min at 80 °C. Subsequently, the seeds were transferred back to the same fixative and incubated for 1-h before the seeds were rinsed again with water. After washing, the seeds were incubated in Schiff reagent with propidium iodide (PI) (P4170; Sigma) (100 mM sodium metabisulphite and 0.15 M HCl; PI to a final concentration of 0.1 mg/ml) for about 3-h. The samples were stored in a chloral hydrate solution (4 g chloral hydrate, 1 ml glycerol, and 2 ml water) and kept overnight at room temperature. Next, the chloral hydrate was replaced by Hoyer’s solution (30 g gum arabic, 200 g chloral hydrate, 20 g glycerol, and 50 ml water). The seeds were kept in the Hoyer’s solution for at least 10 days before observation under a confocal microscope.

### RNA-seq and data analysis

mRNA of isolated two-celled proembryos (40–50 embryos per sample) was directly extracted using Dynabeads mRNA DIRECT^TM^ Micro Kit (Life Technology). cDNA preparation was performed using the SMARTer Ultra Low Input RNA Kit for Sequencing v3 (Clontech). Libraries were constructed using TruePrep^TM^ DNA Library Prep Kit V2 for Illumina (Vazyme) and then sequenced on Illumina HiSeq^TM^ 4000. Adapters and low-quality reads were filtered using Cutadapt and an in-house script. Next, clean reads were mapped to the tobacco genome (*N. tabacum* genome reference, Ntab-TN90) using Bowtie 2. 

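Over the 49454 genes listed in at least 1 of the two-celled proembryo libraries, Spearman's rho across genes was 0.938 between libraries 1 and 2, 0.940 between libraries 1 and 3 and 0.925 between libraries 2 and 3. Genes are not independent replicates, so no p-value is given. Among the genes with a mean of at least 1 FPKM, the mean rho of the 3 pairs was 0.883, against 0.934 over all genes. The FPKM values summed to 838762 in library 1, 802925 in library 2 and 760336 in library 3, so they were also rescaled to 1000000 per library (TPM) as an alternative. The 100 highest genes held 14.4% of the sum in library 1, 15.3% in library 2 and 10.9% in library 3. Plastid genes held at most 0.0757% and mitochondrial genes at most 0.224% of the sum in any library. Low values carry the libraries' relative depth, because 1 fragment of a gene is worth more FPKM in a shallower library. Genes under 0.3 FPKM in both libraries numbered 2879 for libraries 1 and 2, 3031 for 1 and 3, and 2860 for 2 and 3. Among them, the ratio of a gene's values gathered at 1 offset and at small whole-number ratios to it, above and below. Between 26.6% and 28.3% of the ratios lay within 0.03 (log2) of these positions, against 4.90% to 6.05% within windows shifted by 0.12. From the offsets, library 2 was 1.14 times as deep as library 1 and library 3 was 0.912 times as deep as library 1. Ratios away from the offset and its small whole-number ratios were not resolved into whole reads here. The smallest listed value was 6.76e-06 FPKM, in library 1.

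**Figure D2:**
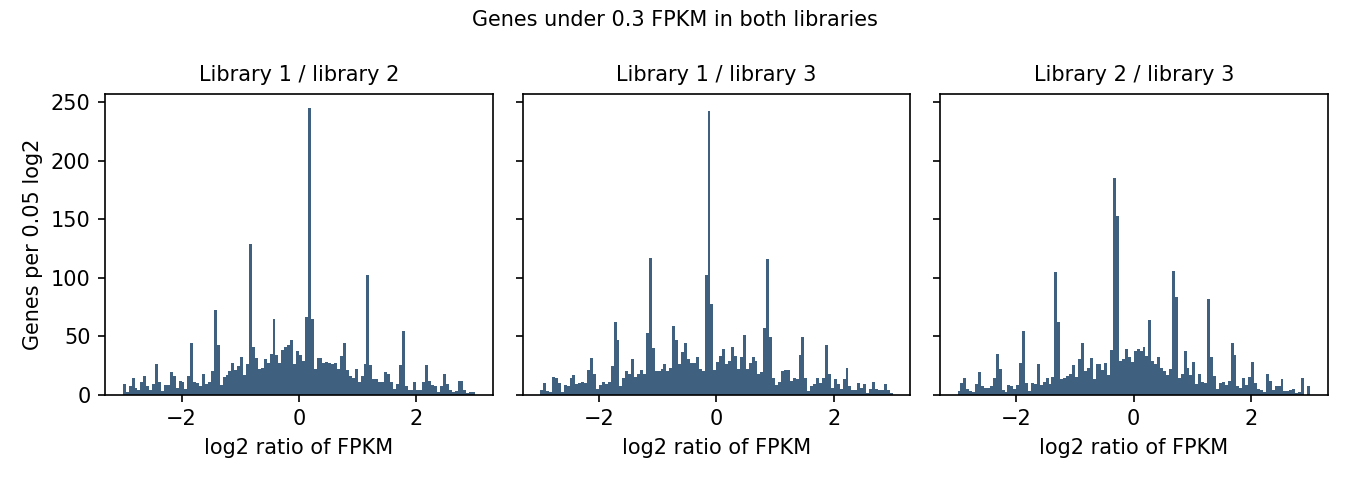
Number of genes per 0.05 log2 units (y axis) by the log2 ratio of their FPKM between a pair of libraries (x axis), for genes under 0.3 FPKM in both, with 1 panel per pair. The tallest bars stand at the offset between the libraries' depths, at 0.18, -0.13 and -0.30 from left to right. Lower peaks stand at small whole-number ratios to the offset, above and below it.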

Gene expression levels were quantified as FPKM (fragments per kilobase of transcript per million mapped reads) using RSEM. The raw data for each sample are available in the NCBI Gene Expression Omnibus under accession number GSE133373.

### Cell viability and DNA fragmentation analyses

To evaluate cell viability and plasma membrane integrity, we stained embryos with fluorescein diacetate (FDA) (F7378; Sigma) and PI. Isolated embryos were incubated in the solution containing 10.5% mannitol, 2 µg/ml FDA, and 1 µg/ml PI for 15 min at room temperature and washed twice with 10.5% mannitol before observation. To detect nuclear DNA fragmentation, the isolated embryos were tested by DeadEnd^TM^ Fluorometric TUNEL System (G3250; Promega) or In Situ Cell Death Detection Kit, TMR red (12156792910; Roche) for *pNtCRF1::NtCRF1-GFP* line according to the manufacturer’s instructions, respectively.

### Two-celled proembryo culture in vitro

The ovaries were rapidly surface-sterilized with 75% alcohol, followed by 5-min washes in sterile water for three times. Seeds were then isolated from the ovaries and collected in 2 ml 13% mannitol for co-culture. The isolated two-celled proembryos were transferred into a Millicell (PICM01250; Millipore) containing 100 μl of the medium^16^. The Millicell was put in a 3-cm Petri dish containing 1.5 ml of the medium^16^, and 100–150 seeds were co-cultured as feeder at 25 °C in the dark. 1 μM GA_4_ or 1 μM ABA (A1049; Sigma) were added to the medium as appropriate.

### PAC, GA, ABA, and ethyl alcohol treatment assays

Two-celled or four-celled proembryo isolated form *pNtCRF1::NtCRF1-GFP* line and treatment with 100 μM GA_4_ for hours, 0.05% ethyl alcohol as control. Embryos derived from in cultured seeds form *pNtCRF1::NtCRF1-GFP* line after 72-h treatment with 100 μM PAC, 0.05% ethyl alcohol as control. 4-DAP WT seeds treated with 100 μM ABA, PAC (46046; Sigma), or GA_4_ for 12-h, 0.05% ethyl alcohol as control, then collected for qRT-PCR.

### Quantitative real-time PCR

Total RNA was extracted from leaves, roots, stems, anthers, sepals, and seeds using the MiniBEST Plant RNA Extraction Kit (9769; Takara). Total RNAs were treated with RNase-free DNase I (Promega), and cDNA was synthesized using Transcriptor Reverse Transcriptase (Invitrogen) according to the manufacturer’s instructions. 0.2 μl of resulting first-strand cDNA was used as a PCR template for qRT-PCR. Quantitative PCR analysis were performed using FastStart Universal SYBR Green Master (4913850001; Roche) with a CFX Connect^TM^ Real-Time System (Bio-Rad). *Glyceraldehyde-3-phosphate dehydrogenase* (*GAPDH*), or both *GAPDH* and *Ubiquitin-conjugating enzyme2* (*UBI*) were used as the internal reference(s) to normalize the relative level of each transcript. Each experiment was repeated three or five times and each time the experiment included duplicate samples. The qPCR primer sequences are listed in Supplementary Data 1. The raw data are shown in Source Data file.

### Transformation of BY-2 cells

About 4 ml of 1-week-old tobacco BY-2 culture was first transferred into a 60-mm × 15-mm Petri dish, and then 20 μl prepared *Agrobacterium tumefaciens* line GV3101, containing *p35S::NtCRF1-GFP* or *p35S::(crf1-Δ17)-GFP*, was added into the culture dishes, respectively. Then each plate was sealed with Parafilm and incubated for 3-day at 28 °C in the dark on a shaker at 100 r.p.m. Subsequently, the cultured cells were washed four times and dipped in NT1 medium^34^ containing 250 mg/L carbenicillin for 30 min to kill Agrobacterium, and then plated onto solid NT1 medium containing 250 mg/L carbenicillin and 50 mg/L kalamycin. After about 30-day, kalamycin-resistant calli appeared on the medium, and subsequently they were transferred onto new plates and suspended again in 50 ml liquid NT1 medium for observation. The cells were treated with 100 μM GA_3_ for 4-h and 0.05% ethyl alcohol as control. The primers used are shown in Supplementary Data 1.

### Confocal microscopy and image analysis

Stained embryos were observed under a confocal microscope (Leica SP8). The nlsGPS1 emission ratio was determined as described^18^. Images were processed using ImageJ or Adobe Photoshop CC.

### Quantification and statistical analysis

The fluorescence intensity was calculated as: integrated density—(area of selected cell nucleus × mean background fluorescence). qRT-PCR and fluorescence intensity data were assumed to follow normal distributions and were subjected to Student’s *t*-test or analysis of variance (ANOVA) using GraphPad Prism 7 software. The value of *n*, the definition of the center, dispersion, precision, and statistical significance are provided in the figure legends. *P *<* 0.05; **P *<* 0.01; ***P *<* 0.001; ****P *<* 0.0001 compared to mock controls, unless otherwise specified by connecting lines.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Source Data

## Data Availability

Data supporting the findings of this study are available within the main text and its Supplementary Information files. The source data underlying Figs. 1c-e, 1g, 2b, 2d, 2e, 2g, 2h, 3b, 3d, 3f-h, 4a, 4b, 5b-d, 5f, 5g, 6b, 6d, 6e, and Supplementary Figs. 1c-f, 2a, 3d, 3e, 4c, 4e, 4g, 4h, 5a, 5c, 8c, 8e, 8f, 8g, 8i, 10b, 12b–d are provided as a Source Data file. RNA-seq data has been deposited at the NCBI Gene Expression Omnibus database under accession number GSE133373. All data are available from the corresponding author upon request.

# Supplementary material for: Maternal control of suspensor programmed cell death via gibberellin signaling
**Source:** Nat Commun. 2019 Aug 2;10:3484. doi: 10.1038/s41467-019-11476-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: The primers in the study.

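Supplementary Data 1 lists 118 oligonucleotides with their use. Of these, 60 served vector construction, 32 qPCR, 8 ChIP-qPCR, 8 EMSA, 6 mutant sequencing and 4 semi-quantitative PCR. The baits of the yeast one-hybrid assay, in which a TF is tested for binding to a short DNA placed before a reporter gene, were made from paired oligonucleotides. The forward ones start with AATTC and the reverse ones with CTAGA. Without these first bases each bait is 25 bp long. On its forward strand it carries AATTT once, at positions 11 to 15 counted from 1 at its 5′ end. The baits of M2, M3 and M5 also hold AAATT, which is AATTT read on the other strand, and those of M1 and M4 do not. The bait of M1 is TTAGGCAGATAATTTATTGTGAATC, that of M2 is TTGGCCGAAAAATTTATTTTTGGTT, that of M3 is TTACTCTCTAAATTTCCGGCCTTGA, that of M4 is TAAGGATGGGAATTTCATTTGTAAA and that of M5 is CTATCGTTAAAATTTGTCATTATGA. A and T make up 60% of the M3 bait and between 72% and 76% of the others. The EMSA probe for M3 is the 55-bp sequence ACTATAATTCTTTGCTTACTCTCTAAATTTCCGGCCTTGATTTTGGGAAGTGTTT, which holds the M3 bait at positions 16 to 40 and AATTT at positions 26 to 30, counted from 1 at the probe's 5′ end. Relative to this probe the altered oligonucleotide C1 carries A26G, C2 carries A27G, and C3 carries A26C, A27C, T28C, T29C and T30C, which replace the motif. The reverse oligonucleotides listed for C1 and C3 are the exact complements of the forward ones, and that listed for C2 differs from the complement at 1 base. The forward primers listed for the promoters of NtGA3ox1 and NtGA3ox3 have the same sequence, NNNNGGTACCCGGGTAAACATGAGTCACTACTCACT, and so do the reverse primers, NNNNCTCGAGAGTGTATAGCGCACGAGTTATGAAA. The sequences were read from the supplement and compared with one another, and none was placed on a genome here.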

How the deposited data were processed for this re-analysis (not part of the article)

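The data are RNA-seq expression values of WT two-celled proembryos of tobacco SR1 at 4 days after pollination (stage 1), in 3 libraries that are replicates of one condition, each made from 40 to 50 isolated proembryos. No other condition was analysed here, so no groups of samples were compared. The authors extracted mRNA directly from the embryos, amplified it with a kit for ultra-low RNA input, filtered reads with Cutadapt and an in-house script, mapped them with Bowtie 2 to the Ntab-TN90 genome and deposited FPKM per gene from RSEM, 1 table per library with no pooling. The versions and settings of these tools are not given in the paper's text. The deposited FPKM are relative to each library's own total and to transcript length, they are not counts, and the tables list only genes above 0. Amplification from so few embryos and RSEM's division of reads between similar genes can both shape low values. Neither effect was measured here.

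From the deposited values, unlisted genes were set to 0, genes were joined by the identifier in the tables, and positions were converted to count from 1. Gene names came from the accessions and synonyms in the paper and in the RefSeq gene table, which is of the K326 assembly and was used for names only. Of 49434 gene names in the libraries, 42373 are symbols in that table. The rule for the genes named in the text was set before the data were examined: every gene the paper names as measured in two-celled proembryos, and the genes GAPDH, UBI and L25, that could be matched by accession, by both qRT-PCR primers or by a symbol of its own, the 3 highest GRAS family genes, the 3 highest genes of each GA enzyme family, and the 5 genes with the highest mean FPKM. The primers were not placed on transcripts, since no transcript sequences were used here. NtCRF1 falls outside this rule and was identified by its Source Data values after the data were seen, so it was left out of the comparison of gene sets in the main setting. Also outside the rule, and chosen after the libraries had been seen, are CYS, Nt-CYS, CYS3, GAPC and GAPC1, which are possible matches of a name that no single gene carries, GRAS1 and GRAS16, NtGA2ox2 and NtGA2ox4, and the heat shock protein genes and flavonoid pathway genes of the closing section.

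The gene table holds no product names. The planned counts of TF genes, GRAS family genes, GAMYB-like genes and GA pathway homologs by product name were therefore not made, nor the choice of the highest genes in those families. The level of NtCYS was not reported as one value, because several genes carry a CYS synonym. NtCRF2, NtGA3ox1, NtGID1B, NtGID1B2 and the reference gene UBI were not matched and are not analysed here.

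The GA signaling genes and the GA biosynthesis and deactivation genes were compared on log2(FPKM + 1), averaged over the 3 libraries, with a two-sided exact permutation test that enumerated all 165 assignments of the set labels to the 11 genes. Alternatives were a pseudocount of 0.1, values under 0.1 FPKM set to 0, rescaling to TPM (FPKM divided by the library's sum and multiplied by 1000000), other definitions of detection and leaving out each replicate in turn. Added after the data were seen were the same comparison with NtCRF1, the same with NtGA2ox2 and NtGA2ox4, and the alternatives for the number of GA biosynthesis and deactivation genes detected. The relative depth of the libraries was read from genes under 0.3 FPKM in both libraries of a pair, as the mode of the log2 ratio in steps of 0.02 followed by the median within 0.03 of it. The absolute depth is unknown, so no confidence interval or smallest detectable level is given.

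The relative depth and the permutation test were tested on simulated data. With fragments drawn for 49454 genes at known depths, the largest error of the log2 offset was 0.015. In 200 simulated sets of the same size with no difference, 3.5% had p under 0.05, and in 200 sets shifted by 3 SD, 96% did. The simulated fragments were Poisson counts, with no amplification and no division of reads between genes. The simulated sets were independent normal values, whereas 6 of the real genes were at 0 in every library. The simulations therefore check the computation and do not show how the methods behave on these libraries. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.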

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

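The paper names NtCYS and NtCP14 as the switch of suspensor PCD and does not report their FPKM in the two-celled proembryo libraries. The tests in this part were set before their own results were seen, but after the values of CP14 had been seen.

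CP14 (LOC107815488, scaffold NW_015789489.1 of Ntab-TN90 from 22053 to 26006) is the gene the gene table lists under that synonym. It was listed in all 3 libraries, at 1.50, 3.13 and 9.39 FPKM in libraries 1, 2 and 3, a mean of 4.67 ± 4.17 FPKM (SD, n = 3). The highest value was 6.28 times the lowest. Among 4243 genes listed in all libraries with a mean within 1.25 times that of CP14, the median ratio was 1.86 and CP14 lay at the 95.5 percentile, just past the 95th percentile set as the limit. Because CP14 was tested after its values had been seen, this does not exclude the usual spread between libraries at this level. With windows of 1.1 to 2 times its mean, chosen after that result, the percentile lay between 95.2 and 95.5, but these reuse the same 3 values of CP14. RNA from seed coat cells was tested with flavonoid pathway genes as markers. Of 9 such genes in the gene table 2 were listed, and 0 of these 2 were highest in library 3 (one-sided exact binomial test, p = 1). CHI was at 275, 289 and 133 FPKM in libraries 1, 2 and 3, lowest where CP14 was highest, and F3'H1 was at 0.804, 1.67 and 1.58 FPKM, lowest in library 1 as CP14 was. With 2 markers the test cannot reach p of 0.05 and the markers differ from each other, so it does not settle whether RNA from seed coat cells contributes. Reads shared with similar protease genes were not tested. No biological explanation was tested, because the series holds one condition.

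Of the genes listed under a CYS synonym, CYS (LOC107823208, scaffold NW_015833585.1 from 30396 to 33998) had a mean of 37.6 ± 19.9 FPKM (SD, n = 3), Nt-CYS (LOC107812029, scaffold NW_015953348.1 from 33873 to 40817) had 19.9 ± 5.37 FPKM and CYS3 (LOC107804696) had 427 ± 153 FPKM. The gene table gives no product for them, so it is not known from it whether each encodes a cystatin. All were listed in all 3 libraries, at percentiles 91.9, 85.0 and 99.6 of the detected genes. The libraries order CYS and Nt-CYS differently: CYS was higher in libraries 1 and 3, and lower in library 2, at 16.6 FPKM against 25.6 FPKM. Which of these is the NtCYS of the paper was not settled here, and the division of reads between them was not tested.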

How the results depend on the processing

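The alternatives were set before the data were examined, except where stated. The difference between GA signaling genes and GA biosynthesis and deactivation genes kept its direction and stayed under p of 0.05 (exact permutation test) with a pseudocount of 0.1 (4.09), as TPM (1.76), with values under 0.1 FPKM set to 0 (1.56), and with each replicate left out (1.40 to 1.67). It did so too with NtCRF1 added (1.56) and with NtGA2ox2 and NtGA2ox4 added as 0 FPKM (1.57), both chosen after seeing the data. The main p is the smallest that 165 assignments allow, and a rescaling of whole libraries leaves the order of most genes as it is, so an unchanged p says little. The signaling genes are those with an accession in the paper, which already reports a level for them in this dataset. The comparison could therefore hardly have come out the other way.

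The number of detected genes fell from 49454 to 32585 when a mean of at least 1 FPKM was asked for. Above 0 FPKM in all 3 libraries it was 40925, and at 0.1 FPKM in at least 1 library 46055. With each replicate left out it ranged from 47193 to 48284. The number of GA biosynthesis and deactivation genes detected was 2. It was 0 above 0 FPKM in all 3 libraries, 1 at 0.1 FPKM in at least 1 library and 0 at a mean of at least 1 FPKM, and ranged from 1 to 2 with each replicate left out. These alternatives for the biosynthesis and deactivation genes were chosen after seeing the data. The number of NtGID1 genes detected was 3 in every setting but a mean of at least 1 FPKM, where it was 2.

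The mean rho between libraries was 0.934, with an SD of 0.00805 over the 3 pairs. It was 0.883 among genes with a mean of at least 1 FPKM, 0.924 among genes above 0 FPKM in all 3 libraries, and Pearson's r of log2(FPKM + 1) was 0.949. Leaving out each replicate gave 0.925 to 0.940. The cause of these shifts was not tested. The mean level of NtCRF1 moved by less than its SD as TPM (2.69), as the median (2.41) and with each replicate left out (1.95 to 2.47 FPKM).

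No paired analysis was possible because the series holds one condition. Not run were the alternatives set for TF, GRAS family and GAMYB-like genes, for GA pathway homologs by product name and for the sets of all annotated receptor, DELLA and GA oxidase genes, since the gene table has no product names, and those for the level of NtCYS, since its gene was not settled. The absolute depth is unknown, and library 3 was 0.912 times as deep as library 1. Whether a gene is unlisted for want of depth was not tested.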

Differences from the paper's values

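No value computed here differed from the paper's Source Data by the limits used. For NtGID1B3 and NtGID1C2 the means equal the paper's 4.19 and 2.41 FPKM, and NtGA2ox1 and NtGA2ox5 equal the paper's values within its rounding. NtCRF1 was identified by those Source Data values, so its level is no comparison.

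The names of the receptor genes differ. The paper's results text reports that NtGID1B2 was not found in the two-celled proembryo libraries, and Fig. 4b shows NtGID1B5. The Source Data of Fig. 4b heads a column NtGID1B2, and its mean of 0.866 FPKM is that of LOC107809791, the gene that carries the accession the paper gives for NtGID1B5, at 0.866 ± 0.257 FPKM (SD, n = 3) here. The paper counts more NtGID1 genes as expressed than the 3 matched by accession here, all of which were detected.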

Other observations

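The tests on the number of listed genes and the first test on the heat shock protein genes were chosen only after those results had been seen.

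Library 3 lists the most genes, 46255 against 44553 and 44302. Depth is not a candidate explanation, since the low values put library 3 at 0.912 times the depth of library 1, the shallowest of the 3. The highest 100 genes held 10.9% of the FPKM in library 3, against 14.4% and 15.3% in libraries 1 and 2, so a more even distribution of fragments over genes may leave more for low genes in library 3. That explanation remains a hypothesis. What makes the distribution more even was not tested.

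NtGA2ox1 was at 0.771 and 0.976 FPKM in libraries 1 and 3 and unlisted in library 2, the deepest of the 3 by the low values. Of 2648 genes between 0.514 and 1.46 FPKM in both library 1 and library 3, 84 were unlisted in library 2. This is 3.17%, under the 5% set before the test as the rate at which loss from a single low-input library would be a usual event. Such a rate does not exclude a loss for 1 gene, and the division of reads between GA2ox genes was not tested. NtGA2ox2 and NtGA2ox4, which the paper does not plot, were unlisted in all 3 libraries. Their names come from the K326 gene table, so a gene missing from the TN90 annotation cannot be told here from one not expressed.

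Heat shock protein genes separated library 2 from library 3. All 5 genes with such a synonym in the gene table were lowest in library 2. Nthsp26a (LOC107764596) was at 18.7, 0.0534 and 26.9 FPKM in libraries 1, 2 and 3, and HSP70-3 (LOC107766295) at 153, 110 and 414 FPKM. NtHsp70 (LOC107795135) was at 147, 94.4 and 339 FPKM. The difference was smaller for HSP101 (LOC107799003), at 71.3, 37.9 and 89.9 FPKM, and for hsp90 (LOC107770659), at 147, 121 and 181 FPKM. Their median log2 ratio of library 3 to library 2, on log2(FPKM + 1), was 1.83, at the 99.9 percentile of 10000 random lists matched on mean FPKM. The lists were drawn gene by gene, so the percentile overstates how unusual the result is if these 5 genes vary together. A general shift of library 3 against library 2 is too small to account for it, with a median of 0.093 over all genes with a mean of at least 1 FPKM. A difference in stress between the isolations of the proembryos may lie behind this, as a hypothesis. It was not tested, because the labels and the paper give no handling or batch for a library.

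The 2 genes with a GRAS synonym in the gene table were listed in all 3 libraries. GRAS1 (LOC107771234) was at 2.18, 0.296 and 6.27 FPKM in libraries 1, 2 and 3, a 21.2-fold range, and GRAS16 (LOC107781397) at 0.766, 2.44 and 1.25 FPKM. L25 (LOC107796789), whose promoter drives the GA sensor nlsGPS1 in the paper, had 503 ± 47.4 FPKM (SD, n = 3), a 1.19-fold range. GAPDH, the internal reference of the qRT-PCR, was not matched to a single gene: GAPC (LOC107817426) had 613 ± 97.1 FPKM and GAPC1 (LOC107787153) had 32.2 ± 5.87 FPKM. The spread of GRAS1 between libraries was not tested.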
